# DDX21 Interacts with WDR5 to Promote Colorectal Cancer Cell Proliferation by Activating CDK1 Expression

**DOI:** 10.7150/jca.69216

**Published:** 2022-02-28

**Authors:** Peifen Lu, Zenong Yu, Kangning Wang, Yongping Zhai, Bing Chen, Ming Liu, Peipei Xu, Feng Li, Quan Zhao

**Keywords:** DDX21, WDR5, CDK1, H3K4me3, Colorectal Cancer

## Abstract

DEAD-box RNA helicase 21 (DDX21), is a nucleolar protein harboring ATP-dependent double-stranded RNA unwinding activities, essential in rRNA processing and ribosome biogenesis. However, its role in colorectal cancer (CRC) progression remains unclear. In this study, we show that knockdown of DDX21 significantly inhibited CRC cell proliferation and blocked cell cycle at the G2/M phase. Gene profile analysis and ChIP assays revealed that DDX21 activated CDK1 gene expression through binding to the gene promoter. In addition, we found that DDX21 directly recruited WDR5 to enhance trimethylation of histone H3 on Lys 4 (H3K4me3) on the CDK1 promoter. Importantly, elevated expression of DDX21 in CRC patients was positively correlated with expression of CDK1, and these CRC patients had shorter overall survival. These findings reveal a critical novel role of DDX21 in transcriptional and epigenetic control of CRC cell proliferation. Taken together, this study uncovers that DDX21 interacted with WDR5 to promote colorectal cancer cell proliferation by activating CDK1 expression, suggesting that targeting DDX21 may be an alternative new strategy for CRC treatment.

## Introduction

Colorectal cancer (CRC) is the third most common cancer and the second leading cause of cancer-associated death worldwide 1. Although increasing levels of new treatments have doubled overall survival for the advanced disease to three years, survival is hardly improved for those high-risk CRC patients 2. Moreover, the detailed mechanisms of CRC development are still not completely understood, which makes it more difficult to decipher the development and progression of CRC and to choose the appropriate treatment for patients. Therefore, to understand the pathogenesis of CRC would not only help explore new molecular biomarkers and candidate therapeutic targets, but also help develop precision treatment methods for CRC patients.

DEAD-box RNA helicase 21 (DDX21), a member of the DExD/H box family, has ATP-dependent double-stranded RNA unwinding and ATP-independent G-quadruplex remodeling activities in homodimeric form 3. DDX21 is a multitasking enzyme, plays vital roles in ribosomal RNA biogenesis 4, transcription, RNA metabolism 3-8 and the immune response during virus infection 9-12, especially in promoting tumorigenesis 13-17. Thus, DDX21 has been found to interact with a variety of protein partners, including XRN2 (a snoRNA-processing exonuclease), Ago (small RNAs guide Argonaute, the main RISC component), JMJD3 (a Lysine Demethylase), WDR46 (a nuclear scaffold protein) 18-21. DDX21 is highly expressed in breast cancer 22, colorectal cancer 14, 23, gastric cancer 17, neuroblastoma 13 and melanoma 15. In gastric cancer, upregulated DDX21 increased cell proliferation *in vitro* and tumor progression in mice via the Cyclin D1 and CDK2 pathways 17. In contrast, DDX21 was found to act on Snail gene promoter and epigenetically repressed its transcription resulting in suppression of epithelial-mesenchymal transition and invasion of breast cancer cells 20. However, there are few reports about the role of DDX21 in colorectal cancer, although DDX21 has been identified as a candidate biomarker with high confidence 23. Therefore, the complex roles of this multifunctional protein DDX21 await to be explored in colorectal cancer.

ChIP-seq analysis found that DDX21 tends to bind to trimethylation of lysine 4 of histone 3 (H3K4me3)-enriched promoters, a histone hallmark for transcription initiation 4. However, the underlying mechanism is unknown. H3K4me3 mark is deposited by the SET domain containing 1 (SET1)/Mixed Lineage Leukemia (MLL) histone methyltransferase complexes, and one of the core components of this complex is WD repeat domain 5 (WDR5) 24, 25. WDR5 is a highly conserved WD40 repeat-containing protein, and is essential for the proper regulation of multiple cellular processes 26. WDR5 can form protein complexes with transcription factors to regulate gene transcription. Recent studies have revealed that WDR5 plays key roles in the tumorigenesis and progression of a variety of cancers, such as breast cancer 27, neuroblastoma 28, pancreatic cancer 29, prostate cancer 30, gastric cancer 31 and non-small cell lung cancer 32, 33. However, similarly, its roles in colon cancer are less understood.

In this study, we show that DDX21 interacted directly with WDR5 to promote CRC cell proliferation. DDX21 activated CDK1 gene expression concurrent with deposition of histone mark H3K4me3 on CDK1 promoter. These results provide cellular evidence that DDX21 could be a potential novel therapeutic target for CRC.

## Material and methods

### Cell culture

HEK293T, HCT8 and SW620 cells were purchased from the National Collection of Authenticated Cell Cultures (Shanghai, China). HCT8 and SW620 cells were cultured in RPMI-1640 medium, while HEK293T cells were cultured in Dulbecco's modified Eagle's medium (DMEM) medium, supplemented with 10% FBS (Excell, Shanghai) and 1% penicillin-streptomycin (Beyotime Biotechnology, Beijing). All cell lines were cultured in a humidified atmosphere of 5% CO_2_ and 95% air at 37 °C and were routinely tested to exclude mycoplasma contamination, authenticated using short tandem repeat (STR) profiling.

### Plasmid construction, RNAi treatment and lentiviral transduction

pLVX-Flag-DDX21-puro was constructed by cloning the coding sequence of DDX21 from cDNA of HEK293T into the XhoI and BamHI sites of pLVX-IRES-puro (MiaoLing Plasmid Sharing Platform, Hubei) and Flag tag was added into its N-terminal by PCR. pGEX-6p-1-DDX21 was subcloned from pLVX-Flag-DDX21-puro into the BamHI and XhoI sites. pGEX-WDR5 was subcloned from MSCV-3HA-WDR5-IRES-GFP 34 into the EcoRI and XhoI sites of pGEX-6p-1. pLKO.1-TRC was purchased from Addgene. shRNA targeting sequence or scramble sequence were cloned into pLKO.1-TRC vector with AgeI and EcoRI. The DDX21-targeting sequences were: shDDX21-1: 5'-CCTGAGGTTGATTTGGTTATA-3'; shDDX21-2: 5'-CCCATATCTGAAGAAACTATT-3'; Scrambled sequences: 5'-CCTAAGGTTAAGTCGCCCTCG-3'. 

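Both hairpin sequences matched DDX21 and no other protein-coding gene exactly when searched against the GENCODE 29 transcripts of GRCh38. DDX21 lies on the forward strand of chromosome 10 from 68956128 to 68985073. The target of shDDX21-1 lies on chromosome 10 from 68972014 to 68972034, in exon 9 of the 15 exons of transcript DDX21-202, within the coding sequence. With 30 nucleotides on each side it reads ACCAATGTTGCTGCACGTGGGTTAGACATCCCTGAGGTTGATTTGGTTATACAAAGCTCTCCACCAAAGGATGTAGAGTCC. The target of shDDX21-2 lies from 68962124 to 68962144, in exon 3 and also within the coding sequence, and reads with the same flanks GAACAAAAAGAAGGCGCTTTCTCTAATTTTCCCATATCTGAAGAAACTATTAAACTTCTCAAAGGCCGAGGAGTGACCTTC. Both sites are present in 2 of the 2 annotated coding transcripts of DDX21. The scrambled sequence matched 0 protein-coding genes exactly.

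**Figure D1:**
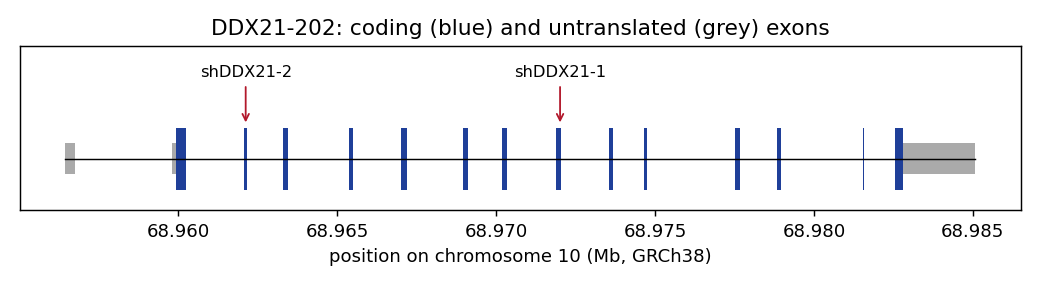
Exons of transcript DDX21-202 along chromosome 10 (horizontal axis, position in Mb, GRCh38), with coding parts in blue and untranslated parts in grey. Arrows mark the targets of shDDX21-2 in exon 3 and of shDDX21-1 in exon 9, both in coding exons.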

All constructs were confirmed by DNA sequencing.

siRNA was synthesized by Nanjing KeyGen Biotech (Nanjing, China). 

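WDR5 lies on the forward strand of chromosome 9 from 134135365 to 134159968 (GRCh38, GENCODE 29). The target GTGGAAGAGTGACTGCTAA lies from 134157975 to 134157993 in exon 14 of the 14 exons of 1 of the 3 annotated coding transcripts, at the end of the coding sequence and including the stop codon. The target GAATGAGAAATACTGCATA lies from 134155719 to 134155737 in exon 12 of the same transcript, within the coding sequence. Each site is present in 1 of the 3 coding transcripts. Neither sequence had an exact match in a protein-coding gene other than WDR5.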

The WDR5-targeting sequences were: siWDR5-1: GTGGAAGAGTGACTGCTAA, siWDR5-2: GAATGAGAAATACTGCATA. siRNA transfection was performed according to the manufacturer's instructions. Lentiviral infections were performed by transfecting HEK293T cells with lentiviral constructs and packaging plasmids (psPAX2 and pMD2.G) by DNAfectin^TM^ Plus Transfection Reagent (Applied Biological Materials, Canada). Viral supernatants were collected 48 hours after transfection. Cells were infected with lentivirus and selected for 5 days in 4 μg/ml puromycin.

### RNA extraction and quantitative reverse transcriptase-PCR (qRT-PCR)

Total RNA was extracted using TRIzol reagent (Invitrogen) and was reverse transcribed into cDNA using HiScript Q RT SuperMix kit (Vazyme Biotech, Nanjing) according to the manufacturer's instructions. qRT-PCR analysis was performed using SYBR green qPCR master mix (Vazyme Biotech, Nanjing) with the Applied Biosystems 7500 System (Applied Biosystems, USA). GAPDH was used as the normalized control. Fold expression change was analyzed using ΔΔCT methods. The primer sequences for qRT-PCR are listed in Table S1.

### RNA-Seq and data analysis

RNA-Seq was performed and analyzed by Shanghai Jiayin Biotechnology Co., Ltd. RNA-seq transcriptome library was prepared with random hexamer primers (Illumina) according to Illumina's library construction protocol. Sequencing was performed on the Illumina Novaseq6000 (2 × 150 cycles per base). After Quality Control by FastQC, adapter sequences and poor-quality reads were removed using Cutadapt. All quality-filtered reads were mapped to the human genome through STAR, and subjected to a series of bioinformatics analyses and plotting, including Gene Expression Analysis, Principal Component Analysis, Different Gene Analysis, Heatmap Plot, Gene Ontology Analysis, Pathway Analysis and Gene Set Enrichment Analysis. The datasets of RNA-seq have been submitted to the GEO databases under accession number GSE184726.

### Western blot, Coimmunoprecipitation assay (Co-IP) and Chromatin immunoprecipitation (ChIP) assay

Cells were lysed in RIPA lysis buffer (Beyotime, Beijing) according to the manufacturer's instructions. Protein extracts were separated by SDS-PAGE and electrophoretically transferred to PVDF membranes (Roche, Switzerland). Membranes were blocked in 5% BSA/PBST at room temperature for one hour and incubated with primary antibodies overnight. Immunoblots were detected with the Tanon^TM^ High-sig ECL Western blotting substrate (Tanon, Shanghai). The information of the primary antibodies is listed in Table S2. For the coimmunoprecipitation assay, cell lysates were prepared using RIPA lysis buffer (Beyotime, Beijing). Whole cellular extracts were immunoprecipitated with ANTI-FLAG M2 Affinity Gel (Sigma-Aldrich, USA) (for exogenous binding) or anti-DDX21 antibody (for endogenous binding), or isotype IgG (as a control) (Cell Signaling, USA) with Protein A resin (GeneScript, Nanjing) overnight at 4 °C. Chromatin immunoprecipitation was performed as described previously^35^. ChIP-primer sequences are listed in the Table S3.

### Cell cycle analysis, cell proliferation and colony formation assay

Samples for cells cycle analysis were prepared using Cell Cycle Detection Kit (KeyGEN BioTECH, Nanjing) according to the manufacturer's instructions. Cells were subsequently analyzed by Attune NxT Flow Cytometer (Thermo Fisher, American). Cell populations were calculated using the FlowJo V10 software.

For cell proliferation assay, cells were seeded onto 96-well plates (2000 cells per well) and measured by CCK-8 cell counting kit (Vazyme Biotech, Nanjing) according to the manufacturer's instructions.

For colony formation assay, cells were seeded in 6-well plates (1000 cells per well) and cultured for 10 days, and then fixed with methanol and stained with 0.1% crystal violet.

### Protein expression, purification and GST pull-down assay

All recombinant proteins were produced in *Escherichia coli* BL21 (DE3). After bacteria were grown to an OD of 0.6, protein expression was induced with 0.5 mM IPTG at 37°C for 4 h. Bacterial pellet was resuspended in lysis buffer (25mM Tris-HCl, 125mM NaCl, 1% TritonX-100, 0.2 mM PMSF, pH8.0), sonicated and centrifuged at 10000g at 4°C for 30 min. The soluble recombinant protein was enriched by GST resin (GeneScript, Nanjing). GST Resin were washed by NETN (300mM/500mM NaCl, 1mM EDTA·2Na, 50mM Tris-HCl, 0.5% NP-40, pH 8.0) and eluted by GSH elution buffer (20mM glutathione, 50mM Tris-HCl, 100mM NaCl, pH 7.5). GST-tag cleavage was performed using PreScission Protease (GeneScript, Nanjing) according to the manufacturer's instructions. Protein purity and quantity were assessed by SDS-PAGE following Coomassie staining. For GST pull down assay, the equal amount of GST or GST-fusion protein and tested protein were mixed and incubated for 2~4 hours at 4 °C for binding reactions before interacting proteins were subsequently harvested by GST resin (GeneScript, Nanjing) washed by NETN 500 (500mM NaCl, 1mM EDTA·2Na, 50mM Tris-HCl, 0.5% NP-40, pH 8.0) three to six times and then subjected to Western blotting.

### Statistical analysis

Statistical analyses were determined by Student's *t*-test and performed by GraphPad Prism software V 6.02. All data were shown as the mean ± SD of more than three independent experiments. *P* < 0.05 was considered to indicate a statistically significant difference.

## Results

### Knockdown of DDX21 reduces CRC cell proliferation and arrests cell cycle

Data from The Cancer Genome Atlas (TCGA) database and other studies showed that DDX21 was aberrantly upregulated in CRC patients and that those patients had shorter overall and disease-free survival (Figure S1A-D) 14. However, the role of DDX21 during the progression of CRC remains unclear. In order to evaluate the effect of DDX21 on CRC cell growth, we knocked down DDX21 expression in two CRC cell lines, HCT8 cells and SW620 cells independently. As expected, qRT-PCR and Western blot analyses showed that the mRNA and protein levels of DDX21 were markedly decreased in both knockdown HCT8 cells and SW620 cells compared to SCR cells (Figure 1A). We observed a significant slower cell growth in DDX21 knockdown cells compared to SCR cells from either cell proliferation CCK-8 assay or colony cell formation assay (Figure 1B, C). In contrast, we found no difference in numbers of apoptotic cells between DDX21 knockdown and SCR cells (Figure S2). In addition, we performed flow cytometry analysis to investigate the influence of DDX21 knockdown on cell cycle. We found that there were significant more DDX21 knockdown cells arrested at G2/M phase compared to SCR cells, suggesting that DDX21 may associate with cell cycle regulation (Figure 1D). These results indicate that DDX21 promoted CRC cell proliferation and may be involved in cell cycle regulation.

### DDX21 regulates the transcription of cell cycle-related genes in CRC cells

To explore how DDX21 functions in cell cycle in CRC cells, we performed RNA-Seq analysis in DDX21 knockdown and SCR HCT8 cells. 

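RNA-Seq of HCT8, an established human colorectal cancer cell line, covered 4 libraries, 2 of SCR cells and 2 of DDX21 knockdown cells. DDX21 itself was lower in both knockdown libraries, at 46.0 and 45.4 FPKM in KD1 and KD2 against 66.1 and 73.6 FPKM in the SCR libraries. This is a log2 fold change of -0.61 (standard error 0.08), with the smallest p of all genes tested (unadjusted p = 1.41e-05) and an adjusted p = 0.131 from limma with Benjamini-Hochberg adjustment. The adjusted p was 0.0029 from voom on reads recovered from the FPKM, an analysis chosen after seeing the data, and ranged from 7.42e-10 to 1.00 over the alternatives to limma's settings and libraries. GAPDH, the reference gene of the qRT-PCR, was 2265 ± 100.1 FPKM (SD, n = 2) in SCR and 2152 ± 67.6 FPKM (SD, n = 2) in knockdown cells.

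The authors trimmed the reads with Cutadapt, mapped them to the human genome with STAR and deposited FPKM (fragments scaled by gene length and by the library's total) of 19932 protein-coding genes. The submitters' processing notes name build hg38 and HTSeq 0.6.0, a read counter. For 99.98% of the 11526 genes tested, the FPKM were whole multiples of the value of 1 fragment (tolerance 1e-06 fragments). This gave the fragments behind each library's scaling as 19275662 and 22812322 for SCR 1 and 2 and 16853473 and 19133200 for KD1 and KD2. FPKM were tested as log2(FPKM + 0.1) with limma, two-sided, over the 11526 genes with a mean of at least 1 FPKM, so fold changes of low genes are understated. In a simulation of this comparison over 11504 genes, 84% of genes changed by 0.3 on the log2 scale had an unadjusted p under 0.05 and 22% an adjusted p under 0.05, against 4.6% and 0.11% of unchanged genes. It drew genes independently with 1 dispersion (0.0037) and no outlying library, and took changed genes from the better covered ones. It also held 200 changed genes, some of them changed by 1 or 2, and many small p-values ease the adjustment for the rest. The simulation may thus overstate power: 92% of genes changed by 0.6 passed adjustment, while DDX21 at -0.61 did not. Its shares passing adjustment hold only where as many genes change. The paper's statistics section speaks of independent experiments in general, and neither it nor the labels say that the libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. The legend of Fig. 1 gives KD1 as shDDX21-1 and KD2 as shDDX21-2, and the knockdown group may therefore hold both hairpins.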

A total of 307 genes differentially expressed genes between DDX21 KD and SCR cells were identified (*P*<0.05, |Log_2_Fold Change|>0) (Figure S3A). 

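Among the genes of smallest p, none of which passed adjustment over all genes, CHAC1, a glutathione-degrading enzyme of the stress response, was 15.3 ± 0.47 FPKM (SD, n = 2) in SCR and 22.3 ± 1.89 FPKM (SD, n = 2) in knockdown cells, a log2 fold change of 0.54. SLC7A11, the cystine transporter, had a log2 fold change of 0.43, UFSP1 of 1.03 from about the filter's level, and NCEH1 of 0.41. Among lower genes, MT1G, a metallothionein, was 17.9 ± 1.99 FPKM (SD, n = 2) in SCR and 10.9 ± 0.17 FPKM (SD, n = 2) in knockdown cells, a log2 fold change of -0.70; it belongs to a family of similar genes whose reads the counting could split. STMN1, a regulator of microtubules, had a log2 fold change of -0.39, the histone gene HIST2H2AC of -0.74, ALG1L of -0.53, FAM166A of -0.39 and NTF4 of -0.65. C20orf144 and IZUMO4, at a mean of 1.84 and 3.00 FPKM in SCR cells, had -1.22 and -1.08. The other genes of smallest p among higher genes were ERICH2 (log2 fold change 0.78), MCTS2P (0.72), HMBOX1 (0.49), PIGY (0.39), AC110275.1 (0.35) and AKIRIN1 (0.33). MCTS2P and ALG1L are copies of other genes whose reads they may share, which was not tested. As no gene passed an adjusted p under 0.05, these genes, DDX21 among them, are those reported of the 10 in each direction with the smallest unadjusted p whose knockdown values both lay on one side of both SCR values.

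Of 11526 genes, 628 had an unadjusted p under 0.05 from limma, of which 268 were higher and 360 lower in knockdown cells, and 0 had an adjusted p under 0.05; 576.3 genes would have an unadjusted p under 0.05 if none had changed. Rescaling the FPKM to TPM, with the filter then applied to TPM so that 12358 genes were tested, gave 398 higher and 280 lower. The count at an unadjusted p under 0.05 was 267 without SCR replicate 1, 246 without SCR replicate 2, 1917 without KD1 and 1037 without KD2, and that at an adjusted p under 0.05 was 517 without KD1, 88 without KD2 and 0 without either SCR library. In these fits the lone library is assumed to vary like the other group.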

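Of 66 genes of protein processing in the endoplasmic reticulum, listed before the data were examined, 10 were higher and 0 lower in DDX21 knockdown cells at an unadjusted p under 0.05, 56 did not pass, and 0 passed when adjusted over the list alone. Among them, HSPA5, the main chaperone of the endoplasmic reticulum, was 668.9 ± 2.73 FPKM (SD, n = 2) in SCR and 807 ± 22.6 FPKM (SD, n = 2) in knockdown cells, a log2 fold change of 0.27. SEL1L, a subunit of the degradation machinery, had a log2 fold change of 0.31, the co-chaperone DNAJC3 of 0.23 and the stress-induced pseudokinase TRIB3 of 0.37. Of 42 genes of S phase, 10 were lower and 0 higher, among them E2F8 (log2 fold change -0.41), CENPU (-0.27) and RAD51AP1 (-0.26). Of 54 genes of G2 and M phase, 23 were lower and 0 higher, and of 37 regulators of the G2/M transition, 6 were lower and 1 higher. Adjusted over the list alone, 0 genes passed in any of these cell cycle lists. The paper reports protein processing and cell cycle pathways from these same libraries, so these counts are not independent evidence for them.

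Among the 628 genes at an unadjusted p under 0.05, the lists that were over-represented by Fisher's exact test, two-sided and adjusted over 21 lists, were G2 and M phase (23 genes where 2.94 were expected, adjusted p = 1.34e-14), S phase (10 genes where 2.29 were expected, adjusted p = 0.00034), the endoplasmic reticulum list (10 where 3.6 were expected, adjusted p = 0.0119) and the G2/M regulators (7 where 2.02 were expected, adjusted p = 0.0119). Targets of the unfolded protein response (11 where 1.14 were expected, adjusted p = 1.73e-08) and the 20 genes of Fig. 2C, which the study chose on these libraries, were also over-represented. Lists share genes, such as HSPA5 and SEL1L in those of the endoplasmic reticulum and the unfolded protein response, so these results overlap. Fisher's test takes genes as independent, so its p-values are too small where genes of a list move together. The estimated correlation between genes was 0.374 for G2 and M phase, 0.154 for the endoplasmic reticulum list and 0.142 for the unfolded protein response. It was 0.069 for the G2/M regulators and 0.051 for S phase. For other pathways that Fig. 2A names, lists drawn up here stood in for the paper's gene sets, which were not used. Of these lists, 2 of 24 glycolysis genes, 3 of 28 genes of MAPK feedback and 2 of 27 p53 targets were among the 628. They did not pass the same test, which says nothing of the paper's sets. As whole lists against all other genes (camera of limma, adjusted over the 21 lists), the endoplasmic reticulum list was higher (median log2 fold change 0.08, adjusted p = 2.04e-08) and S phase (median -0.10, adjusted p = 2.03e-08), the G2/M regulators (median -0.12, adjusted p = 2.77e-06) and glycolysis (median -0.09, adjusted p = 3.37e-05) were lower. With an estimated correlation between genes in place of a preset 0.01, 0 of the 21 lists passed. Camera then gave an adjusted p = 0.381 for the endoplasmic reticulum list and an adjusted p = 0.367 for S phase, the G2/M regulators and glycolysis. That form of camera also rests on the few degrees of freedom that 4 libraries leave. The lost calls can therefore not be put down to correlation alone. Without KD2 the endoplasmic reticulum list had a median of 0.03 and no longer passed (adjusted p = 0.0527 from camera), and glycolysis did not pass either (adjusted p = 0.0813 from camera). Without KD1 the endoplasmic reticulum median was 0.13, and without KD2 that of the G2/M regulators was -0.07.

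**Figure D2:**
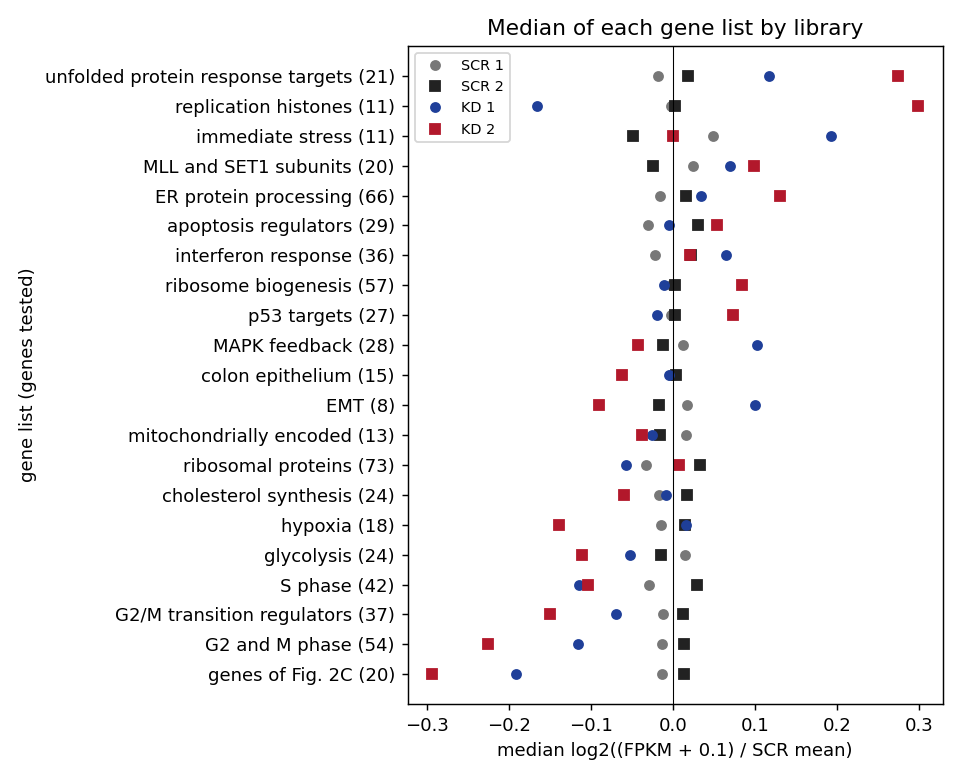
Median log2((FPKM + 0.1) / SCR mean) of each gene list (vertical axis, number of genes tested in brackets) in each library, with circles for SCR 1 and KD1 and squares for SCR 2 and KD2. The genes of Fig. 2C lie at -0.19 in KD1 and -0.29 in KD2, and targets of the unfolded protein response at 0.12 and 0.27.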

Pathway and GO analysis showed that DDX21 knockdown related genes were preferentially involved in protein processing, mitotic nuclear division, and cell cycle (Figure 2A, Figure S3B). To identify molecular pathways potentially associated with DDX21, we performed gene set enrichment analysis (GSEA). GSEA results revealed a significant enrichment of signature genes particularly associated with cell cycle G2/M phase transition, consistent with the effect of DDX21 knockdown on CRC cells (Figure 2B). 

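Of 54 genes of a list of G2 and M phase genes, 51 had a log2 fold change below 0 in DDX21 knockdown cells, and the list's median was -0.18. The median was -0.12 in KD1 and -0.23 in KD2 relative to the SCR mean, while the SCR libraries differed by 0.03. Members with the smallest p were NUSAP1, a spindle-associated protein (log2 fold change -0.25), NEK2, a centrosomal kinase (-0.34), HJURP, the chaperone of the centromeric histone (-0.24), and PSRC1 (-0.27). GTSE1, from the list of G2/M regulators, had a log2 fold change of -0.26. The gene set of Fig. 2B was not used here, and the list, taken from single-cell work, stands in for it. As the paper's enrichment comes from these same libraries, the list gives no independent test of it. Camera of limma gave an adjusted p = 4.87e-21 over 21 lists with a preset correlation, and an adjusted p = 0.367 with an estimated correlation. Without KD2 the median was -0.12.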

To gain further insights into DDX21 knockdown-related pathway in cell cycle blocking, we focused on the top 20 downregulated genes from RNAseq analysis highly associated with cell cycle pathways (Figure 2C). Among these 20 genes, qRT-PCR analysis confirmed that CDK1 expression was the most markedly decreased at the mRNA level in DDX21 knockdown cells compared to SCR cells (Figure 2D). 

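Each of the 20 genes of Fig. 2C had a lower mean in DDX21 knockdown than in SCR cells, and both knockdown values lay below both SCR values for each of them. Of all tested genes, 35.0% had groups that did not overlap, higher or lower, where 33.3% would by chance. NEK2, a centrosomal kinase, had the lowest log2 fold change of the 20 (-0.34, standard error 0.11), followed by PTTG1 or securin (-0.28, standard error 0.08), the midbody protein CEP55 (-0.28) and CCNA2 or cyclin A2 (-0.27). Genes of replication and its control, GMNN (-0.25), FEN1 (-0.26) and CDT1 (-0.24), were lower by similar amounts. So were NES (-0.26), CDCA2 (-0.26), BUB1 (-0.24), SPAG5 (-0.23), DLGAP5 (-0.23), CCNB1 or cyclin B1 (-0.22), AURKA (-0.21), TPX2 (-0.19) and NCAPD3 (-0.19). CCND1, the cyclin of G1 phase, had the smallest change of the 20 (-0.15) and was 281.7 ± 2.12 FPKM (SD, n = 2) in SCR and 253.1 ± 6.19 FPKM (SD, n = 2) in knockdown cells. At an unadjusted p under 0.05 from limma, 19 of the 20 were lower and TPX2 was not (unadjusted p = 0.0545). Over all genes 0 of the 20 passed adjustment, and 19 passed when adjusted over the list alone. The study chose these genes on these libraries, so neither count nor the group's median of -0.24 is independent evidence of their direction. Camera of limma gave an adjusted p = 4.87e-21 for the group with a preset correlation and an adjusted p = 0.367 with an estimated correlation. From the lower cell cycle genes, the paper goes on to CDK1, which it gives as the most decreased by qRT-PCR.

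**Figure D3:**
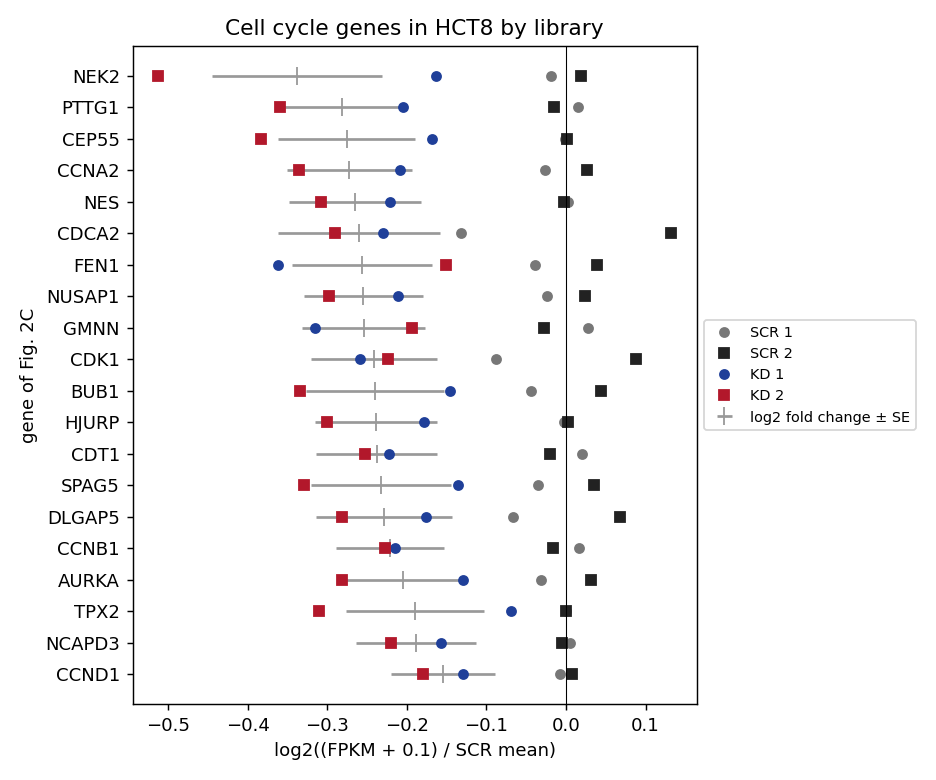
Log2((FPKM + 0.1) / SCR mean) of the 20 genes of Fig. 2C in each library, with circles for SCR 1 and KD1, squares for SCR 2 and KD2, and grey lines for the log2 fold change and its standard error. The genes are ordered by log2 fold change, from -0.34 for NEK2 to -0.15 for CCND1.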

Consistently, protein levels of CDK1 were also significantly decreased in DDX21 knockdown cells compared to SCR cells (Figure 2E). More importantly, the expression levels of CDK1 correlated well with the expression levels of DDX21 in CRC samples (Figure 2F). 

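CDK1, the cyclin-dependent kinase that drives entry into mitosis, lies on the forward strand of chromosome 10 from 60778331 to 60794852 (GRCh38, GENCODE 29). In the RNA-Seq of HCT8 cells it was 54.2 and 61.2 FPKM in the SCR libraries and 48.1 and 49.3 FPKM in KD1 and KD2, so both knockdown values lay below both SCR values. The groups lay apart, in either direction, for 35.0% of all tested genes, where 33.3% would by chance. The log2 fold change was -0.24 (standard error 0.08), with an unadjusted p = 0.0125 and an adjusted p = 0.833 from limma. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333. By log2 fold change CDK1 ranked 10 of the 20 genes of Fig. 2C. NEK2, the first of them, had -0.34 (standard error 0.11), so these ranks are not well separated. Without SCR replicate 2, the higher of the SCR libraries, the log2 fold change was -0.15 and an unadjusted p under 0.05 was no longer reached (unadjusted p = 0.163). A linear model without moderation of the variance gave an unadjusted p = 0.114. CDK2, another kinase of the cell cycle, had a log2 fold change of -0.14 (unadjusted p = 0.078).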

Taken together, these results suggest that DDX21 could transcriptionally regulate CDK1 expression, likely for maintenance of cell cycle in CRC.

### DDX21-knockdown decreases CDK1 expression to inhibit cell proliferation

To validate whether CDK1 is a downstream gene regulated by DDX21 during cell proliferation, we tested the effect of CDK1 overexpression in DDX21-knockdown CRC cells. We first confirmed the overexpression of CDK1 in DDX21 knockdown CRC cells by western blot analysis (Figure 3A). Later on, we found that overexpression of CDK1 could reverse the effect of DDX21-knockdown on cell proliferation, colony formation and cell cycle arrest at the G2/M stage (Figure 3B-D). These results indicated that CDK1 is one of the key downstream genes regulated by DDX21 during CRC cell proliferation.

### DDX21 regulates CDK1 gene expression by directly binding to its promoter

To explore how DDX21 regulates the expression of CDK1, we designed six pairs of walking primers on the CDK1 gene promoter and performed ChIP experiments to test whether DDX21 binds on the CDK1 gene promoter. We found that DDX21 could be significantly enriched at the CDK1 promoter P5 region compared with IgG controls (Figure 4A, B). Previous ChIP-seq analysis revealed that DDX21-bound promoters had high enrichment of gene activation mark, H3K4me3 4. Given that DDX21 positively regulates CDK1 gene expression, we reasoned whether the histone H3K4me3 mark was involved in this process. Therefore, we performed ChIP analysis with H3K4me3 antibody, and found that H3K4me3 was indeed the most enriched in the P5 region on the CDK1 promoter, which coincided with the binding region of DDX21 (Figure 4C). To confirm this finding, we knocked down DDX21 in HCT8 cells, and performed the same ChIP analysis again. We showed that the levels of DDX21, as well as H3K4me3 enrichment, were both markedly decreased in DDX21 knockdown cells compared to SCR cells (Figure 4D). These results show that DDX21 regulated CDK1 gene expression by directly binding to its promoter.

### DDX21 interacts with WDR5 to regulate CDK1 expression

Since WDR5 is a core subunit of the MLL or SET1 methyltransferase complex which tri-methylated histone H3K4, and is required for complex assembly and methyltransferase activity, we tested whether WDR5 is involved in the process of modulation of the H3K4me3 levels on the CDK1 promoter. Thus, we performed ChIP analysis with WDR5 antibody, and found that WDR5 was also most enriched in the P5 regions on the CDK1 promoter, which overlaps with the binding region of DDX21 (Figure 5A). In addition, we showed that the levels of H3K4me3 enrichment were significantly decreased in WDR5 knockdown cells compared to SCR cells, indicating a positive influence of WDR5 on H3K4me3 on the CDK1 promoter (Figure 5B). Furthermore, we observed that knocking down of DDX21 resulted in a marked reduction of WDR5 on CDK1 promoter (Figure 5C), which suggested that DDX21 may regulate the CDK1 expression through WDR5 to control the modification of H3K4me3 on its promoter.

Based on these results, next, we wanted to check whether WDR5 physically interacts with DDX21 to regulate CDK1 gene expression. Coimmunoprecipitation experiments of endogenous or exogenous proteins from the lysates of HCT8 cells showed that DDX21 could be immunoprecipitated with WDR5 in HCT8 cells (Figure 5D, E). Furthermore, GST pull-down assays showed that DDX21 could directly interact with WDR5 *in vitro* (Figure 5F). In addition, we found that DDX21 was co-localized with WDR5 dominantly in the nucleus of HCT8 cells (Figure 5G). To confirm the role of WDR5 in regulating CDK1 expression, we knocked down WDR5 expression in HCT8 cells, and found the expression of CDK1 was significantly reduced compared to SCR cells (Figure 5H). Consistently, transcriptome analysis results showed that the expression levels of CDK1 correlated well with those of WDR5 in colorectal adenomas (GSE8671) (Figure 5I). More importantly, data from the TCGA database showed that WDR5 is aberrantly upregulated in CRC patients and that those patients had shorter overall survival (Figure 5J, Figure S4). Together, these results indicate that DDX21 interacts with WDR5 to regulate CDK1 expression in CRC cells.

## Discussion

Although DDX21 has been considered as a potent prognosis marker for CRC 14, 23, the role of DDX21 in CRC development is unclear. In this study, we found that DDX21 promoted the proliferation of CRC cells through activating the expression of CDK1 to accelerate the cell cycle. We showed that DDX21 interacted directly with WDR5 to deposit H3K4me3 mark on the CDK1 promoter, thus enhancing CDK1 expression at the transcription level. Our results demonstrate a novel role for DDX21 in controlling CRC proliferation and suggest a potential novel therapeutic target in CRC.

DDX21 has been demonstrated to act as an oncoprotein and is highly expressed in multiple cancers 13-17. For instance, DDX21 was reported to induce CEP55 expression, MYCN-amplified neuroblastoma cell proliferation, and tumorigenesis 13. DDX21 was also found to promote gastric cancer cell growth by up-regulating levels of Cyclin D1 and CDK2 17. However, the role of DDX21 in CRC remained to be elucidated. Herein, we showed that DDX21 was highly expressed in different stages of CRC and correlated with poor prognosis, which is consistent with the results obtained by Tanaka A et al. 14. We found that DDX21 depletion inhibited CRC cell proliferation and disrupted the G2/M checkpoint, which agrees with the observation in CRC cell lines SW480 and SW620 36. Notably, we found that DDX21 knockdown significantly decreased the expression of CDK1 to halt the cell cycle which was further supported by our rescue experiments. Our results provided a novel insight into how DDX21 may function in CRC cell proliferation and development.

Epigenetic regulators play important roles and contribute to the pathological processes of many cancers. It has been reported that DDX21 interacted with H3K27me3 demethylase JMJD3/KDM6B, and was recruited to the transcription start site to regulate the expression of ENPP2 19, suggesting that DDX21 may interact with epigenetic regulators to form a complex to regulate specific subsets of genes. In this study, we found that DDX21 directly interacted with WDR5, the core component of the MLL/SET1 complex, which triggers trimethylation of H3K4. WDR5 was highly expressed in many cancers, and overexpression of WDR5 is associated with advanced tumor stage and poor patient survival rate. WDR5 was found to promote cell proliferation through inducing H4K3me3 on the Cyclin D promoter to activate its expression in gastric cancer 37. In lung cancer and breast carcinoma cells, WDR5 could recruit protein arginine methyltransferase 5 (PRMT5) complexes to target gene promoters, enhancing the deposition of H3K4me3 to promote gene transcription and cancer cell invasion 38. These results support a relationship between WDR5 and tumorigenicity. In addition, WDR5 was shown to have a multitude of interactions participating in diverse complexes such as transcription factor MYC, MLL Complex, NSL (non-specific lethal) Complex, or NuRD Complex 39. In this study, we found a new WDR5 interactor, DDX21, an RNA helicase, which further supports the complexity of the WDR5 functions. Furthermore, our results are consistent with the ChIP-seq data which showed high DDX21-bound promoters harboring a high enrichment of H3K4me3 4, and reveal the new link between DDX21, WDR5 and histone mark H3K4me3. Considering WDR5 is a promising target for pharmacological inhibition in cancer 40, WDR5 inhibitor may also be feasible for CRC patients.

In conclusion, our data illustrated that DDX21 promoted CRC cell proliferation via recruiting WDR5 to transcriptionally activate the expression of CDK1. Based on these findings, we propose that silencing DDX21 expression could represent a novel strategy for CRC therapy.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
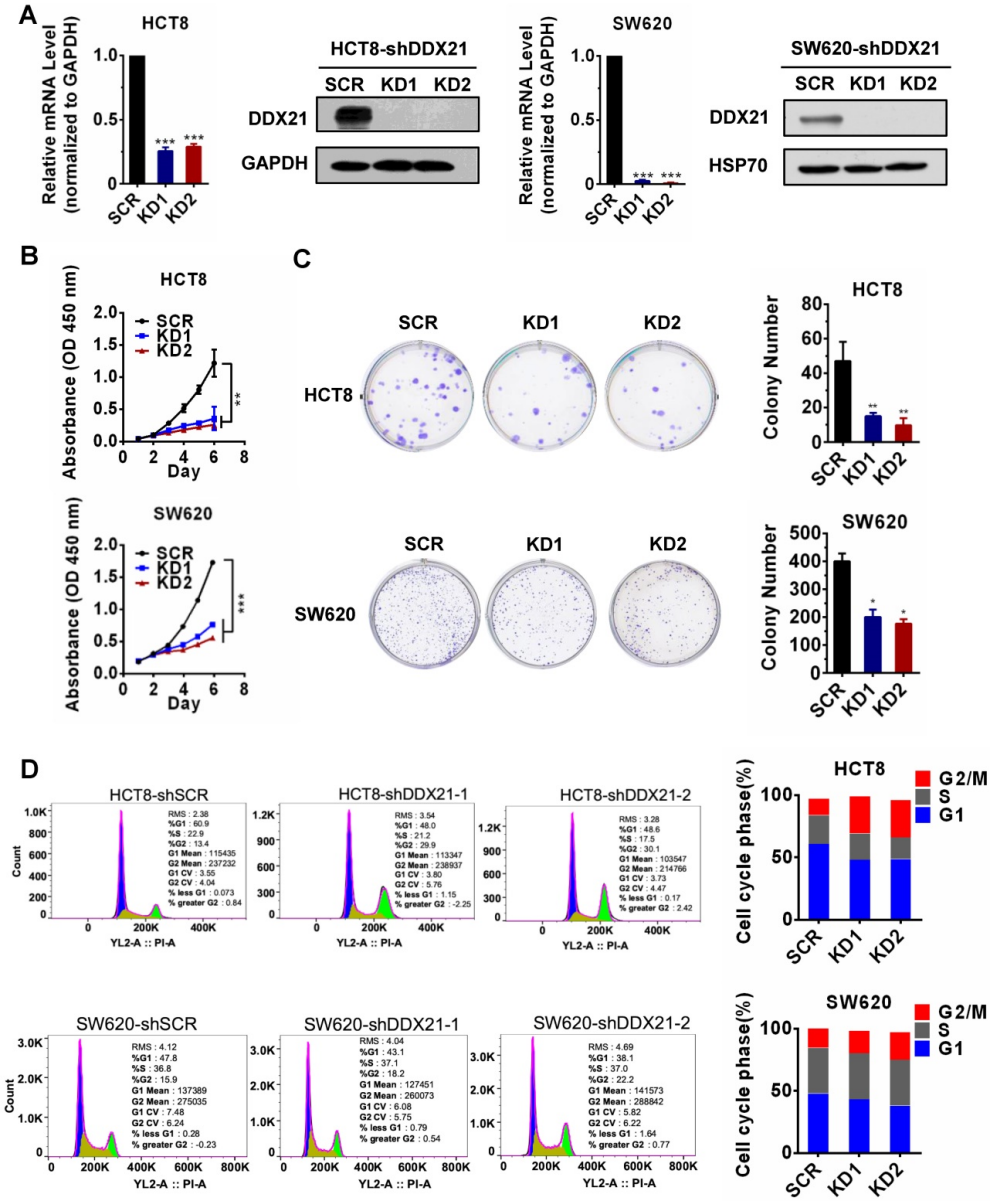
Knockdown of DDX21 reduces CRC cell proliferation and arrests cell cycle. (A) DDX21 was efficiently knocked down in HCT8 and SW620 cells by RNA interference. (B) (C) DDX21 silencing inhibits cell growth and colony formation ability. (D) DDX21 knocking down induces the G2/M arrest in CRC cells. SCR, scrambled control. KD1, shDDX21-1. KD2, shDDX21-2. All experiments were performed in triplicate. * *P* < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
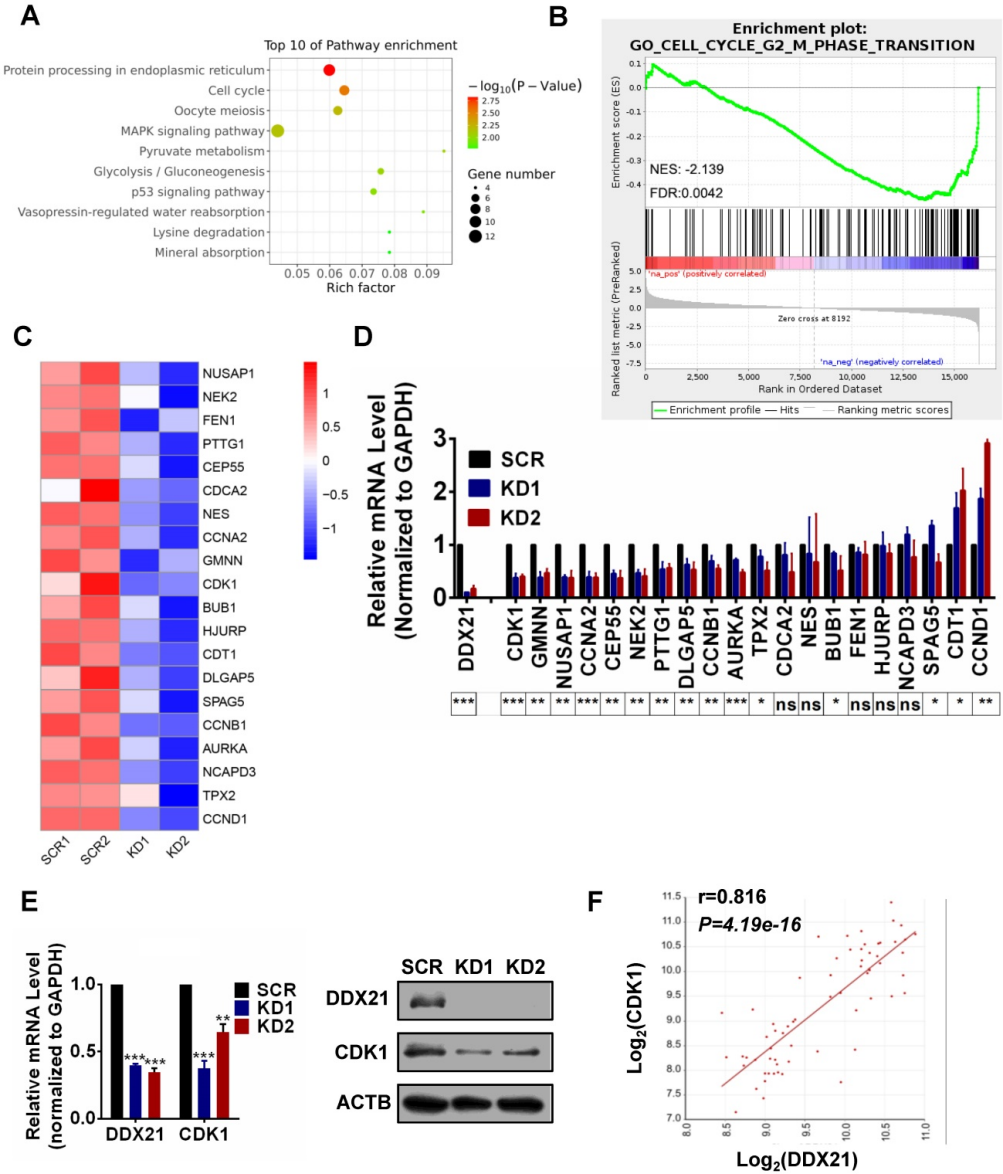
Identification of DDX21 downstream target genes in CRC cells. (A) Pathway analysis shows top 10 enrichment for all genes with altered expressions. (B) Genes altered expressions are correlated with the cell cycle transition. (C) Heatmap of top 20 downregulated genes related cell cycle. (D) The mRNA levels of select genes quantitated by qRT-PCR in DDX21 knocking down HCT8 cells. *P* values are indicated on the bottom of the bar graph. (E) qPCR and western blot show that DDX21 knocking down represses the expression of CDK1. (F) Correlations between DDX21 and CDK1 in CRC patients (GSE8671). * *P* < 0.05; **P < 0.01; ***P < 0.001; ns, not signification.

**Figure 3:**
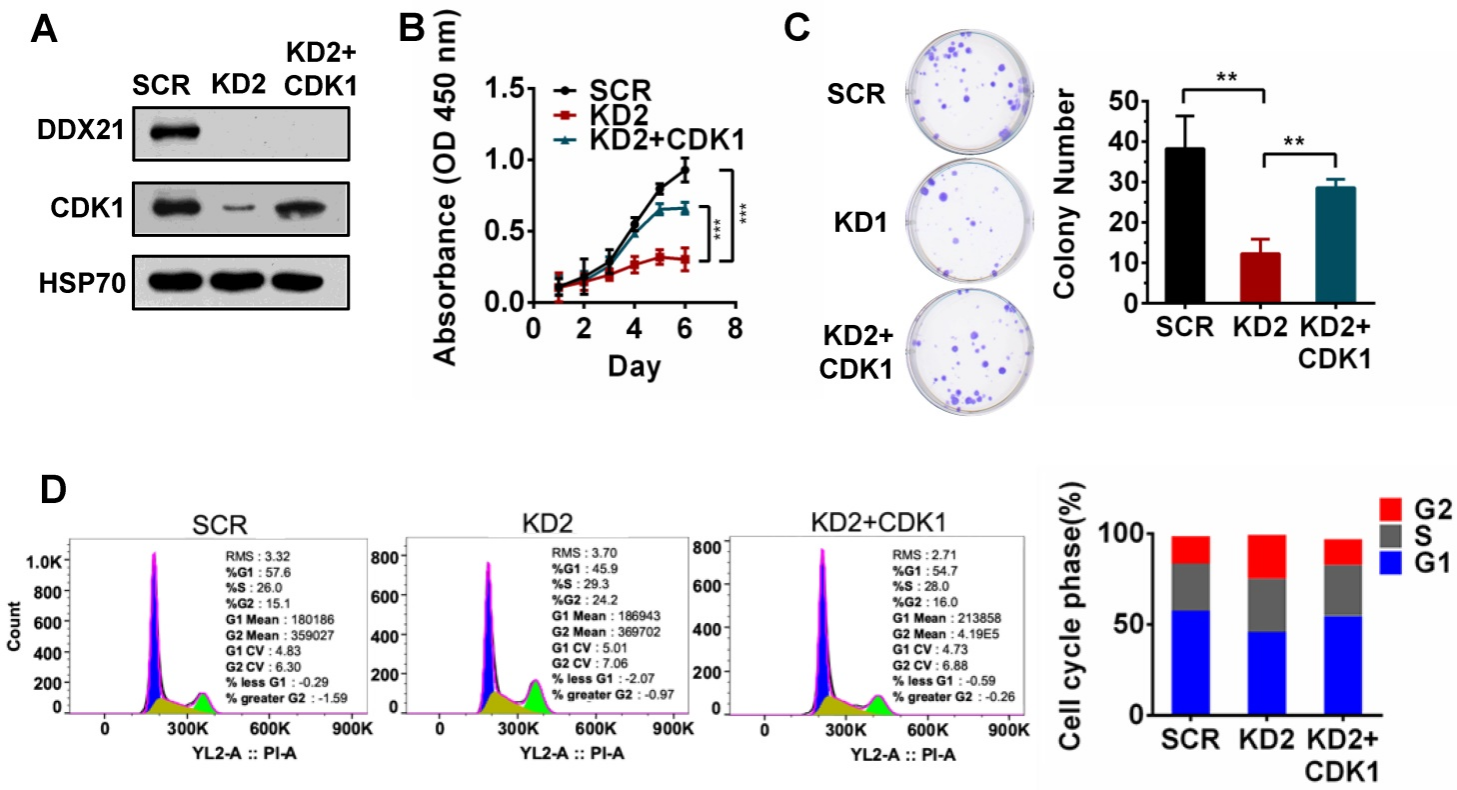
DDX21-knockdown decreases CDK1 expression to inhibit cell proliferation. (A) Western blot shows the protein level of CDK1 is rescued by exogenous CDK1 expression. (B-D) Rescuing CDK1 partially reverses cell proliferation by CCK8, colony formation and the G2 / M phase cell numbers. All experiments were performed in triplicate. * *P* < 0.05; **P < 0.01; ***P < 0.001.

**Figure 4:**
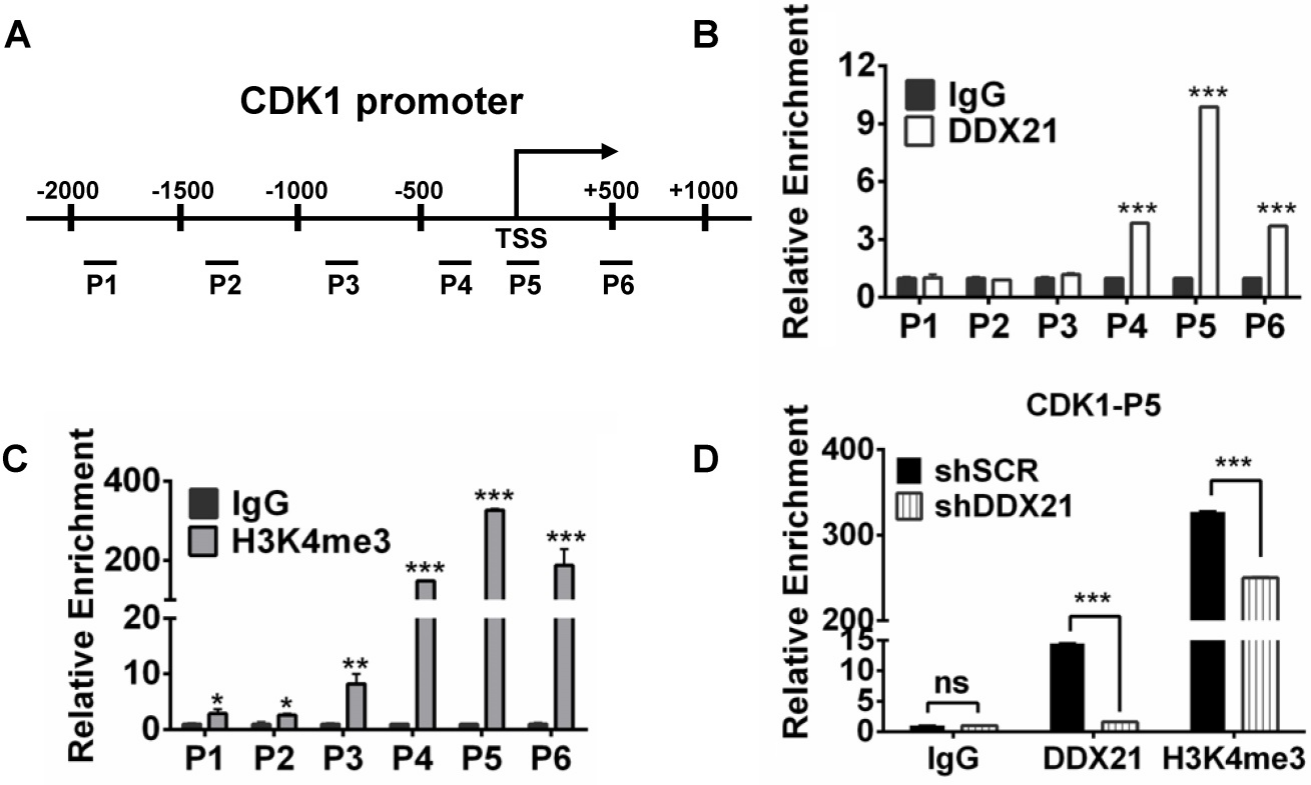
DDX21 regulates CDK1 gene expression by directly binding to its promoter. (A) Schematic representation of ChIP assay of HCT8 cells using walking primers (positions P1-P6 relative to TSS) at the CDK1 promoter. P1: -1996 to -1842, P2: -1411 to -1299, P3: -946 to -787, P4: -407 to -254, P5: -94 to +103, P6: +446 to +594. TSS, transcription start site. (B, C) ChIP-qPCR analysis of DDX21 and H3K4me3 of HCT8 of the CDK1 promoter. (D) ChIP-qPCR analysis of H3K4me3 levels at the CDK1 promoter after knocking down DDX21. Enrichment fold were calculated relative to IgG. All experiments were performed in triplicate. * *P* < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
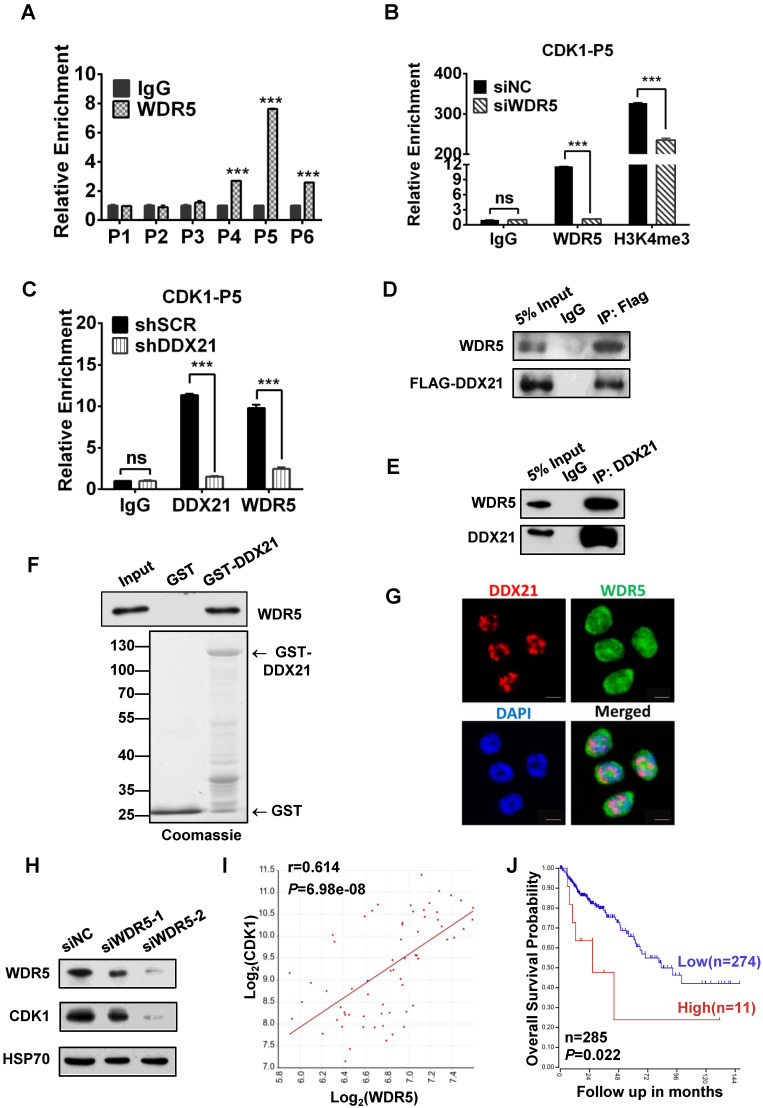
DDX21 interacts with WDR5 to regulate CDK1 expression. (A) ChIP-qPCR shows that WDR5 binds to the CDK1 promoter. (B) The deposition of H3K4me3 at the CDK1 promoter is decreased by depleting WDR5. (C) ChIP-qPCR analysis of DDX21, and WDR5 levels at CDK1 promoter after depleting DDX21. (D) Western blot showing exogenous expression of Flag-tagged DDX21 and immunoprecipitated WDR5 in HCT8 lysates. (E, F) DDX21 and WDR5 interaction is confirmed by endogenous co-IP and *in vitro* GST-pulldown assays. (G) The subcellular location of DDX21 and WDR5 proteins was documented in HCT8 cells by immunofluorescence microscopy. Scale bar: 10 μm. (H) Western blot shows that the expression of CDK1 is downregulated by WDR5 knocking down. (I) Correlations between expression of WDR5 and CDK1 in CRC patients (GSE8671). (J) Increased WDR5 mRNA levels were correlated with poor overall survival in colon cancer patients from TCGA Tumor Colon Adenocarcinoma patient cohort. P1-P6, CDK1 promoter walking primers described in Figure 4A. All experiments were performed in triplicate. * *P* < 0.05; **P < 0.01; ***P < 0.001.

## Abbreviations

DDX21: DEAD-box RNA helicase 21
CRC: colorectal cancer
H3K4me3: trimethylation of histone H3 on Lys 4
WDR5: WD repeat domain 5
Co-IP: Coimmunoprecipitation assay
ChIP: Chromatin immunoprecipitation
TCGA: The Cancer Genome Atlas

How the deposited data were processed for this re-analysis (not part of the article)

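RNA-Seq of 4 libraries of HCT8 cells, 2 of scrambled control (SCR) and 2 of DDX21 knockdown cells, was analysed from the table the authors deposited. The authors checked the reads with FastQC, trimmed them with Cutadapt and mapped them with STAR, and the submitters' processing notes name HTSeq 0.6.0 and build hg38. The annotation is not given in the sources used here. The deposited values are FPKM, 1 column per library, for 19932 genes all typed as mRNA, of which 3282 are at 0 in all 4 libraries. The paper's text gives random hexamer priming and the labels a library kit without strand marking in its name, so reads of overlapping genes on opposite strands may not be told apart. Samples were mapped by their labels. The paper's text does not name the test behind its differentially expressed genes; its statistics section names Student's test for the paper as a whole.

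Ratios of a gene's values between libraries gave the relative depth, and 99.98% of the 11526 genes tested came out as whole fragments in all 4 libraries (tolerance 1e-06), apart from any whole factor shared by a gene's counts and length. When reads with known totals were simulated from these libraries, 96.8% of 11536 genes were recovered exactly. The fragments behind the FPKM were 16853473 to 22812322 per library. The SCR libraries were not duplicates: over 10808 genes with at least 200 fragments in the pair, the chi-square per gene averaged 4.52 where 1 is counting noise, and 8.35 over 10602 genes for the knockdown libraries.

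The main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 0.1), group only, two-sided, with Benjamini-Hochberg adjustment over genes with a mean of at least 1 FPKM. Of 25 gene lists fixed before the data were examined, 21 were tested as sets. Of the rest, 3 had fewer than 5 tested genes, and that of genes the paper names was not tested as a set. Some lists were chosen for pathways that the paper reports from these same libraries. The tests were camera (preset correlation 0.01, then an estimated correlation) and fry, and Fisher's exact test among genes at an unadjusted p under 0.05, adjusted over lists. Named genes were those the paper names and the 20 of Fig. 2C, the 10 with the largest fold change in each direction among genes past an adjusted p under 0.05 with both knockdown values on one side of both SCR values, filled by smallest unadjusted p because 0 passed, and up to 4 genes of smallest p per list. Some genes that this rule chose are not reported here. Alternatives fixed before the data were examined were pseudocounts of 1 and 0.01, no filter and a filter at 5 FPKM, TPM rescaling, median-of-ratios scaling, quantile normalization, no trend, no moderation, the replicate number as a block, and each library left out. Voom on the recovered reads and a correction for GC content and transcript length, which 98.5% of the tested genes had, were added after seeing the data. The fit was tested on simulated reads with 200 changed genes. Hairpin and siRNA sequences, 3' UTRs, GC content and gene places came from GENCODE 29 on GRCh38, read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Seed matches took the guide as the reverse complement of the printed sequence, starting opposite its last base, which the paper does not state.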

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

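The tests of single libraries, of GC content and length and of other splits were chosen after the results were seen.

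Targets of the unfolded protein response, which the paper does not discuss, were higher in knockdown cells: 11 of 21 at an unadjusted p under 0.05 (8 when adjusted over the list alone), 0 lower, with a median log2 fold change of 0.20. Examples are CHAC1, ATF3 (log2 fold change 0.32), SEL1L and HSPA5. SEL1L and HSPA5 are also in the list of protein processing in the endoplasmic reticulum, a pathway the paper reports. ATF3 is also among the immediate stress genes. The results of these lists are therefore not separate. Camera of limma gave an adjusted p = 1.15e-12, and an adjusted p = 0.367 with an estimated correlation. With an estimated correlation, camera also rests on the few degrees of freedom that 4 libraries leave. Immediate stress genes lost their call that way too, though their estimated correlation of 0.0078 lay below the preset 0.01. The test therefore cannot decide, and chance movement of correlated genes stays open. KD1 moved the same way as KD2, with a median of 0.12 where the SCR libraries differed by 0.04. Movement of single libraries is not excluded by this, since MAPK feedback genes had a median of 0.10 in KD1 and -0.04 in KD2. A trend with GC content or transcript length was argued against by the median of 0.21 after its removal. The real split had the largest median of the 3 splits of the 4 libraries (1 of 3 as large, highest other 0.05), too few splits for a share under 0.05. A response to the loss of DDX21, to the hairpins or to slower growth was not tested.

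Subunits of the MLL and SET1 complexes, in which WDR5 acts, had a median log2 fold change of 0.094 (3 of 20 higher, 0 lower; camera of limma, adjusted p = 0.00547, and adjusted p = 0.399 with an estimated correlation), led by KMT2A (0.25), KMT2C (0.27) and KMT2D (0.25). The call was lost without KD2 (adjusted p = 0.0651) and without SCR replicate 2 (adjusted p = 0.197). Immediate stress genes had a median of 0.12 (2 of 11 higher; adjusted p = 0.0242 from camera, and adjusted p = 0.367 with an estimated correlation), with a median of 0.19 in KD1 and 0.00032 in KD2. Interferon response genes had a median of 0.030 (4 of 36 higher; adjusted p = 0.0317 from camera, and adjusted p = 0.381 with an estimated correlation), among them RSAD2 (0.31), EIF2AK2 (0.20), ISG20 (0.19) and IFIT2 (0.19). From SCR replicate 1 to SCR replicate 2 the median changed by -0.050 for MLL and SET1, -0.097 for immediate stress and 0.043 for interferon response. The interferon change between controls was larger than that list's knockdown median. None of these lists was over-represented among genes at an unadjusted p under 0.05. Fisher's exact test gave an adjusted p = 0.242 for MLL and SET1 and an adjusted p = 0.274 for each of the others. The immediate stress call was lost without KD1 (adjusted p = 0.157), without SCR replicate 2 (adjusted p = 0.194) and without the trend in eBayes (adjusted p = 0.0746), and the interferon call without KD1 (adjusted p = 0.291), without SCR replicate 1 (adjusted p = 0.146) and without the trend (adjusted p = 0.0742).

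Besides DDX21, the genes with an unadjusted p under 0.0002, all outside those the paper discusses, were MT1G (log2 fold change -0.70), C20orf144 (-1.22), ALG1L (-0.53), UFSP1 (1.03) and CHAC1 (0.54).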

How the results depend on the processing

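Voom and the GC content and length correction were chosen after seeing the data. At an adjusted p under 0.05 limma called 0 genes (628 at an unadjusted p under 0.05), 1 (C20orf144) without the trend in eBayes, 2 (MT1G and DDX21) with the replicate block and 1 (DDX21) with voom on recovered reads; leaving out 1 library gave 0 to 517. Leaving out 1 library also gave 246 to 1917 genes at an unadjusted p under 0.05, 104 to 925 of them higher and 142 to 992 lower, and no filter gave 408 higher. Such fits hold fewer samples, and the cause was not tested further. The replicate block raised the genes at an unadjusted p under 0.05 to 894. The replicate numbers are not known to pair the libraries (correlation of the deviations of same-numbered libraries 0.13). DDX21 stayed lower and CDK1 stayed lower in every alternative; CDK1 was -0.24 but not past an unadjusted p under 0.05 without moderation, and -0.33 to -0.15 with 1 library left out, not past it without SCR replicate 2; these causes were not tested. For DDX21 and CDK1 both knockdown values lay below both SCR values, so leaving out 1 library could not change their direction. Camera's calls ended with an estimated correlation for all 10 lists (0 lists), with an adjusted p = 0.367 for the G2 and M phase genes, the genes of Fig. 2C, S phase and targets of the unfolded protein response and an adjusted p = 0.381 for the endoplasmic reticulum list. That list's median was 0.034 to 0.131 with 1 library left out, and it was not called without KD2. The 4 others just named were called in each alternative with the preset correlation, with medians of -0.225 to -0.116 for G2 and M phase, -0.294 to -0.191 for Fig. 2C, -0.134 to -0.103 for S phase and 0.117 to 0.274 for the unfolded protein response when 1 library was left out. The correlation of the knockdown libraries was -0.028 with crossed controls and 0.13 at a filter of 5 FPKM. The 6-nucleotide seed match gave 0.017 for shDDX21-1 in KD1, below 56 of 59 shuffled 6-mers (median 0.021), and 0.030 for shDDX21-2 in KD2, below 3 of 59 (median 0.026). Over-representation among genes at an adjusted p under 0.05 was not run as 0 genes passed, the lists were not run without moderation, and genes under 5 FPKM drop out at that filter. At 16853473 to 22812322 fragments per library, counting noise is largest for genes near the filter. The replicate block ended no list's call with the preset correlation and added those of cholesterol synthesis, hypoxia and ribosomal proteins (13 lists called), the filter at 5 FPKM added cholesterol synthesis, hypoxia and replication histones (13 lists called), median-of-ratios scaling cholesterol synthesis (11), voom cholesterol synthesis, hypoxia and ribosomal proteins (13) and the GC content and length correction hypoxia (11).

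No named gene past an unadjusted p under 0.05 changed sign (0 of 70), and 11 others did. For each of the 70, both knockdown values lay on one side of both SCR values. Leaving out 1 library could therefore not change their sign, and only the other alternatives could. In the 11 others the groups overlapped. With 1 library left out, log2 fold changes ran from -0.030 to 0.023 for ACTA2, -0.017 to 0.230 for CD68, -0.290 to 0.323 for COL1A1, -0.626 to 0.0097 for HIST1H2AM, -0.179 to 0.792 for HIST1H2BD, -0.367 to 0.022 for NDRG1, -0.00067 to 0.179 for PRMT5, -0.483 to 0.050 for SNAI1, -0.187 to 0.013 for SPARC, -0.044 to 0.0032 for TUBB3 and -0.048 to 0.0048 for XRN2. ACTA2 was 0.016 with TPM rescaling and 0.018 with the GC content and length correction, which gave 0.022 for TUBB3. Medians of lists that camera did not call ran from -0.0054 to 0.054 for apoptosis regulators, -0.090 to 0.100 for EMT, -0.139 to 0.016 for hypoxia, -0.043 to 0.103 for MAPK feedback, -0.019 to 0.074 for p53 targets, -0.166 to 0.299 for replication histones, -0.057 to 0.0071 for ribosomal proteins and -0.011 to 0.084 for ribosome biogenesis. Colon epithelium was 0.014 with TPM rescaling, 0.0071 with quantile normalization and 0.0024 with the GC correction; EMT was 0.0060 with no filter, 0.013 with TPM rescaling and 0.0051 with quantile normalization; mitochondrially encoded genes were 0.0013 with the GC correction and ribosomal proteins 0.0089 with quantile normalization.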

Differences from the paper's values

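The paper reports 307 differentially expressed genes at P under 0.05 and any fold change. Here 628 genes had an unadjusted p under 0.05 from limma; the paper's text does not say whether its P is adjusted, and 0 genes had an adjusted p under 0.05. Among the alternatives set before the data were examined, the filter at 5 FPKM (460 genes) and the fits without SCR replicate 1 (267) or without SCR replicate 2 (246) came within 1.5 times the paper's count. Pseudocounts of 1 and 0.01, no filter, TPM rescaling, median-of-ratios scaling, quantile normalization, no trend, no moderation, the replicate block and the fits without KD1 or KD2 did not.

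The paper's Fig. 2D gives mRNA by qRT-PCR over GAPDH relative to SCR, another assay than RNA-Seq; its bars were read by eye. FPKM over GAPDH relative to the SCR mean was compared with them, and values were taken to differ where 1 was more than 1.5 times the other and they lay further apart than the SD of the SCR libraries. For DDX21 the bars are about 0.1 and about 0.17 in KD1 and KD2 (Fig. 2D) and about 0.4 and about 0.35 in Fig. 2E, where the RNA-Seq gave 0.677 and 0.698. For CDK1 they are about 0.39 and about 0.41 (Fig. 2D) and about 0.37 and about 0.64 in Fig. 2E, where the RNA-Seq gave 0.856 and 0.917; the bar of KD2 in Fig. 2E did not differ by the limits given, except without SCR replicate 2. In KD1 and KD2, Fig. 2D gives about 0.39 and about 0.48 for GMNN (RNA-Seq 0.826 and 0.941), about 0.39 and about 0.39 for NUSAP1 (0.888 and 0.874), about 0.4 and about 0.4 for CCNA2 (0.889 and 0.851), about 0.46 and about 0.38 for CEP55 (0.915 and 0.824) and about 0.47 and about 0.42 for NEK2 (0.918 and 0.753). In 1 library alone the gap passed the limits for PTTG1 in KD1 (about 0.56 in Fig. 2D, RNA-Seq 0.893) and, in KD2, for DLGAP5 (about 0.53 in Fig. 2D, RNA-Seq 0.882), CCNB1 (about 0.55, RNA-Seq 0.919), AURKA (about 0.49, RNA-Seq 0.884), TPX2 (about 0.52, RNA-Seq 0.867), CDCA2 (about 0.49, RNA-Seq 0.872) and BUB1 (about 0.51, RNA-Seq 0.851). In the RNA-Seq CDT1 was 0.881 and 0.902 and CCND1 0.940 and 0.949, while Fig. 2D shows both above SCR, at about 1.7 and about 2.0 for CDT1 and about 1.9 and about 2.9 for CCND1. In KD1 it also shows SPAG5 (about 1.4) and NCAPD3 (about 1.2) above SCR, where the RNA-Seq gave 0.935 and 0.922. With FPKM as deposited all 40 RNA-Seq values of the 20 genes lay below the SCR mean. Without SCR replicate 2, CDK1 in KD2 (1.01), TPX2 in KD1 (1.01) and FEN1 in KD2 (1.03) lay above SCR, as did TPX2 in KD1 with quantile normalization (1.03). Of the 42 values read from Fig. 2D, 25 differed by these limits, and 25 to 27 under the 6 alternatives set before the data were examined that apply to them (pseudocounts of 1 and 0.01, TPM rescaling, quantile normalization and the values without SCR replicate 1 or SCR replicate 2). Each value listed here as differing, Fig. 2E included, differed under all 6. DDX21 itself lay further below SCR by qRT-PCR than by RNA-Seq. The paper's text does not say that both assays used the same RNA, so the gaps cannot be put down to the assay alone.

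The paper gives CDK1 as the most decreased of the 20 genes by qRT-PCR, though its bars as read by eye lay close to those of NUSAP1 and CCNA2. By RNA-Seq CDK1 ranked 10 of the 20 by log2 fold change, with NEK2 first. CDK1 had -0.24 (standard error 0.08) and NEK2 -0.34 (standard error 0.11), so these ranks are not well separated. Relative to the SCR mean, NEK2 was -0.16 in KD1 and -0.51 in KD2.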

Other observations

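The tests of single libraries, GC content and length and of other splits were chosen after the results were seen; those of seed matches were not.

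Ribosome biogenesis, the known function of DDX21, had 0 of 57 genes at an unadjusted p under 0.05 (median log2 fold change 0.02; POLR1A had 0.22, IMP4 0.14, POLR1B 0.14 and WDR43 0.13), and 1 of 73 ribosomal protein genes was lower (RPS27, -0.17; RPL12 had -0.14, RPL38 -0.11 and RPL39 -0.16). Of 29 apoptosis regulators, 1 was lower (CASP6, -0.20) and CASP8 (0.15) and XIAP (0.16) did not pass. Of 27 p53 targets, MDM2 was higher (0.26), DDB2 lower (-0.18) and GDF15 (0.12) and ZMAT3 (0.16) did not pass. Of 24 glycolysis genes, ENO2 (-0.23) and LDHA (-0.20) were lower at an unadjusted p under 0.05 and ALDOC (-0.26) and PKM (-0.13) were not called. Among 24 cholesterol synthesis genes, EBP (-0.25) and SQLE (-0.23) were lower, and INSIG1 (-0.25) and MVK (-0.18) did not pass. Of 28 MAPK feedback genes, DUSP1 was higher (0.33), DUSP5 (-0.21) and SPRY4 (-0.22) were lower and FOSB (0.41) did not pass. Of 18 hypoxia genes, ANKRD37 was lower (-0.38), and HK2 (-0.19), NDRG1 (-0.17) and P4HA2 (0.18) did not pass. Of 11 replication histone genes, whose copies can share reads, HIST1H1C was higher (0.38), and HIST1H2BD (0.31), HIST1H2BC (0.19) and HIST1H2AM (-0.31) did not pass. HIST2H2AC, a histone gene outside this list, was lower (-0.74).

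Of 8 EMT genes, VIM was higher (0.53, at 1.58 and 2.30 FPKM in SCR and knockdown cells), and SNAI1 (-0.22) and ZEB1 (0.12) did not pass; the list's median of -0.01 and the direction of its test, up, differ. Of 15 colon epithelium genes 0 passed (KRT8 -0.09, KRT18 -0.10, CDX2 -0.16, ELF3 -0.20), and 0 of 13 mitochondrially encoded genes (MT-CO2 -0.11, MT-ND2 -0.07, MT-ND3 -0.11, MT-ND4 -0.08). Lists of other cells had too few tested genes for a set test: 3 of 13 stromal genes (COL1A1 0.02, SPARC -0.09 and ACTA2 at 8.08 and 8.06 FPKM), 2 of 12 immune genes (CD14 -0.20 and CD68 0.11) and 1 of 12 genes of a list for HEK293-like cells (TUBB3, -0.02). None of these 6 passed an unadjusted p under 0.05. Camera of limma called none of the 11 lists named so far other than glycolysis, with an adjusted p = 0.0511 for cholesterol synthesis to 0.659 for EMT. Leaving out 1 knockdown library made calls with camera's preset correlation in opposite directions for MAPK feedback, with a median of 0.10 without KD2 (adjusted p = 7.00e-08 from camera) and -0.04 without KD1 (adjusted p = 0.0325), where the list had an adjusted p = 0.718 with an estimated correlation over all 4 libraries. Replication histones had 0.30 without KD1 (adjusted p = 1.79e-07 from camera) and -0.17 without KD2 (adjusted p = 0.205), and EMT 0.10 without KD2 (adjusted p = 0.00365), also with the preset correlation. With an estimated correlation over all 4 libraries, these had an adjusted p = 0.679 and an adjusted p = 0.81. Without KD1, hypoxia (-0.14, adjusted p = 4.54e-05), cholesterol synthesis (-0.06, adjusted p = 0.0149) and ribosome biogenesis (0.08, adjusted p = 0.00411) were called by camera, and ribosomal proteins were called lower without KD2 (-0.06, adjusted p = 0.000859) and without SCR replicate 1 (-0.05, adjusted p = 0.00781), a median above 0 with quantile normalization (0.0089). With an estimated correlation over all 4 libraries, hypoxia, ribosome biogenesis and ribosomal proteins each had an adjusted p = 0.70 and cholesterol synthesis an adjusted p = 0.46; the estimated correlation was not run with a library left out. WDR5 was 22.2 ± 0.495 and 21.1 ± 1.52 FPKM (SD, n = 2 each) in SCR and knockdown cells, a log2 fold change of -0.07. Other genes the paper names had log2 fold changes of 0.18 (AGO2), 0.14 (MYC), 0.11 (KDM6B), 0.09 (PRMT5) and -0.02 (XRN2), none past an unadjusted p under 0.05. Of the immediate stress genes, PPP1R15A (0.21) was higher and DNAJB1 (0.36) did not pass.

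G2 and M phase genes had a median log2 fold change of -0.18, although the paper's flow cytometry shows more cells in G2/M after knockdown. KD1 moved the same way as KD2, with a median of -0.12. Movement of single libraries is not excluded by this, since replication histones had a median of -0.17 in KD1 and 0.30 in KD2. A trend with GC content or transcript length was argued against by a median of -0.18 after its removal. The real split had the largest median of the 3 splits (1 of 3 as large, highest other -0.09), too few for a share under 0.05. Slower growth, cell density and hairpin effects stay open as untested explanations. Chance co-movement stays open too, since camera with an estimated correlation (adjusted p = 0.367) has few degrees of freedom on 4 libraries and cannot decide.

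The number of genes at an unadjusted p under 0.05 was 628 in the real split and 869 when the libraries were split by replicate number, so 2 of 3 splits were as large, too few splits for a share under 0.05. The mean chi-square per gene, which grows with depth, was 4.36 between KD1 and SCR 1, 4.52 between the SCR libraries, 6.46 between KD1 and SCR 2 and 8.33 to 9.24 between KD2 and each of the other libraries, and the first principal component, with 47.3% of the variance, set KD2 apart. Across the tested genes, log2(KD1 / SCR 1) and log2(KD2 / SCR 2) had a Pearson r of 0.10 and a Spearman rho of 0.11, and with the SCR libraries crossed an r of -0.028 and a rho of -0.037, so the sign depends on which SCR library each is set against; genes are not independent replicates. KD2 may carry changes of its own, since 1917 genes had an unadjusted p under 0.05 without KD1 and 1037 without KD2, but the hairpin, culture and library cannot be told apart.

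Action of the hairpins through their seeds was tested as a hypothesis, taking KD1 as shDDX21-1 and KD2 as shDDX21-2 and the guide as starting opposite the last printed base, which the paper does not state. Of 11214 genes with an annotated 3' UTR, 1363 hold a match to nucleotides 2 to 8 of the shDDX21-1 guide. Their median log2 ratio to SCR exceeded that of other genes by 0.012 in KD1, below 99 of 100 shuffled 7-mers (median 0.022), and by 0.029 in KD2, so a small seed effect in KD1 may exist; it was seen for 1 of the 2 hairpins tested. For shDDX21-2 (1706 genes) the difference in KD2 was 0.033, with 4 of 100 shuffled 7-mers above it (median 0.024), which argues against a lowering through its seed.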
